# Interactome-transcriptome analysis reveals the high centrality of genes differentially expressed in lung cancer tissues

**DOI:** 10.1093/bioinformatics/bti688

**Published:** 2005-09-27

**Authors:** Shinichiro Wachi, Ken Yoneda, Reen Wu

## Abstract

**Motivation:**

Global protein interaction network (interactome) analysis provides an effective way to understand the relationships between genes. Through this approach, it was demonstrated that the essential genes in yeast tend to be highly connected as well as connected to other highly connected genes. This is in contrast to the genes that are not essential, which share neither of these properties. Using a similar interactome-transcriptome approach, the topological features in the interactome of differentially expressed genes in lung squamous cancer tissues are assessed.

**Results:**

This analysis reveals that the genes that are differentially elevated, as obtained from the microarray gene profiling data, in cancer are well connected, whereas the suppressed genes and randomly selected ones are less so. These results support the notion that a topological analysis of cancer genes using protein interaction data will allow the placement of the list of genes, often of the disparate nature, into the global, systematic context of the cell. The result of this type of analysis may provide the rationale for therapeutic targets in cancer treatment.

## 1 Introduction

To adapt a famous passage of John Donne, no gene is an island. Systems biology, or more specifically network biology, is driven by the gradual realization that a single gene is seldom accountable for a discrete biological function (Barabasi and Oltvai, 2004). In response, contemporary biology has amassed a battery of methods to survey the global features of the cells, from DNA, RNA and proteins to small molecules (Ideker *et al*., 2001; Kitano, 2002).

Transcriptome analysis, enabled by technology such as oligonucleotide microarray, is a simultaneous interrogation of gene expression by measuring the transcriptional activity on a global scale (Lockhart *et al*., 1996). Microarray, as well as the genome project, were the first forays of humanity into the realm of systems biology. Other than the fact that microarray analysis suffers from inherently noisy information (therefore requiring many replicates and often limited by cost and availability of materials), the other problem is the sheer volume of information obtained from this type of experiment (Claverie, 1999). Furthermore, the expression level change of a gene may be corollary to change in another gene and may not be the direct cause of the cellular phenotype. Additional information is required to place these genes in context.

Interactome analysis is a study of interactions between the biological molecules on a global scale (Ito *et al*., 2001). High-throughput mapping of protein interaction allows the global survey of protein interaction of organisms. The resulting maps of proteome-wide protein interactions are called protein networks.

Topological features of the protein networks have been demonstrated to reflect the functionality of the interacting genes. For example, essential genes in yeast tend to be well connected and globally centered in the protein network (Jeong *et al*., 2001; Wuchty and Almaas, 2005). Furthermore, globally centered interactions are more likely to be well conserved and serve as an evolutionary backbone for the network (Wuchty and Almaas, 2005).

Protein network analysis will place the genes identified in microarray experiments in a broader biological context. Since protein networks reflect the functional grouping of these interacting or coordinately induced/suppressed genes, the roles of the subsets of co-expressed genes may be resolved using the combined data. This may be done by evaluating the topological features of the sets of genes identified by microarray experiments.

Studies in cancer have validated the effectiveness of the microarray technique, allowing identification of tumor subclasses and marker genes for diagnosis and treatment of the disease (DeRisi *et al*., 1996; Sorlie *et al*., 2001). However, the genes identified have no further association with other genes that are co-regulated. Integration of protein network data may extend the reach of the established method of analysis by considering the genes in a broader context. Based on this notion, we seek to reveal the biological significance of differentially expressed genes in squamous cell lung cancer that is identified through our recent microarray gene expression profiling study by using interactome-transcriptome analysis. We find high centrality in these differentially induced genes, but not for the genes that are suppressed in cancer.

## 2 Materials and Methods

### 2.1 Sample preparation

Tissue biopsy samples were collected from five squamous cell lung cancer patients undergoing surgical removal of tumor. Total RNA was doubly extracted from these samples using TRIzol™ reagent (Invitrogen, Carlsbad, CA), following the manufacturer's instructions (Chomczynski and Sacchi, 1987).

### 2.2 Microarray analysis

The double-extracted total RNA was submitted to our Institute's core microarray facility. cRNA samples were prepared and hybridized to the array (Affymetrix® Hg-U133A™); its signals were then scanned using the protocols suggested by the manufacturer.

Bioconductor (Dudoit *et al*., 2003), a biological data analysis package based on R statistical programming language (Ihaka and Gentleman, 1996), was used for array data analysis and integration with other gene annotations. Robust microarray analysis (RMA) was used for normalization (Irizarry *et al*., 2003). RMA-derived expression values were used for the rest of the analysis (Galfalvy *et al*., 2003). Paired *t*-tests were used to distinguish the genes in which expression levels in the cancer cells differed from the paired normal lung tissue. Paired *t*-tests were possible because the control samples were taken from the normal lung tissues of the same individuals from whom the lung cancer samples were obtained.

### 2.3 Integration of array data to protein network

Online predicted human interaction database (OPHID, obtained on April 26, 2005) was used for the analysis of human protein interaction (Brown and Jurisica, 2005). Briefly, OPHID contains 16 034 known human protein interactions obtained from various public protein interaction databases, as well as 23 889 additional protein interactions that are predicted.

Genes in the array were matched to those in OPHID using gene symbols and protein sequences. In order to identify which genes in OPHID corresponded to which genes listed in the array data, we have used the following methods: (1) using the gene symbol that is directly indicated in the OPHID protein database and (2) using FASTA program to compare the peptide sequence of the OPHID protein to the peptide sequence of the array probe targets (Pearson and Lipman, 1988). As a result, 2137 genes on the microarray were matched to the protein network from OPHID.

### 2.4 Connectivity analysis of protein interaction map

Analysis was conducted on the connectivity of genes in the protein interaction map. For each connectivity *l*, genes in the protein network with exactly *l* links were selected (*n_l_*). From these genes, differentially expressed genes (DEGs) were counted $\left(n_{l}^{\prime }\right)$. The fraction $n_{l}^{\prime }/n_{l}$ was calculated (fraction genes, or FG) for each connectivity. Pearson's *r* was used to measure the correlation between the FG and the connectivity. In order to determine the significance of the correlation, the same number of genes that were differentially expressed was randomly chosen from the protein interaction map. Pearson's *r* of each set of randomly sampled genes was compared against the *r* obtained from DEGs to determine the likelihood that the correlation can occur by chance.

### 2.5 *k*-core analysis of protein interaction map

*k*-core analysis is an iterative process in which the nodes are removed from the graphs in order of least connected (Wuchty and Almaas, 2005). More specifically, for each iteration of *k*, given the network from the previous iteration, genes with less than *k* connections are removed from the graph. This will result in a series of subgraphs that gradually reveal the globally central region of the original network.

In order to measure the centrality of the selected set of genes, the excess retention (ER) of the differentially expressed genes was calculated for each *k*-core. ER is a measure of the degree to which proteins from a particular group are represented relative to the entire protein network. The detailed explanation of ER has been described elsewhere (Wuchty and Almaas, 2005).

## 3 Results

### 3.1 Expression profiles of lung cancer

To obtain a list of genes that are differentially expressed in cancer, tissue samples from five patients with squamous cell carcinoma (SCC) of the lung were collected. Additionally, an equal number of normal tissues surrounding the tumor were collected from the same patients for comparison. This control minimizes the effect of variation in gene expression between the individuals, yielding a more accurate characterization of the genes differentially expressed in the disease.

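Each of the 5 patients gave 1 tumor and 1 normal lung sample, so the comparison rests on 10 arrays, 5 of SCC and 5 of normal lung. The Affymetrix HG-U133A array measures a gene through 1 or more probe sets, each made of short oligonucleotides along its transcript. The authors normalized the arrays by RMA, which corrects background, gives all arrays nearly the same distribution and fits 1 value per probe set and array. The deposited values run from 3.23 to 14.77 and were taken as log2 from this range, since the log base is not given in the sources used here. Array medians lay between 6.49 and 6.52 in the tumors and between 6.48 and 6.54 in the normal lungs. Across the probe sets used, the median Pearson's r was 0.98 for 2 normal lungs, 0.95 for 2 tumors and 0.93 for the tumor and normal lung of 1 patient. On the array, 68 probe sets are controls, 19065 name 1 gene, 1043 name several genes and 2107 have no gene listed here. Of those that name 1 gene, 31 were left out because they measure X inactivation transcripts or genes of the Y chromosome. The 19034 that remained gave 11939 genes, and for each of the 4304 genes with more than 1 probe set the set with the highest mean over the 10 arrays was taken. Tumor and normal lung were compared with limma, which shares the estimate of spread across genes, with the patient as a block and p-values adjusted by the Benjamini-Hochberg method. The number of arrays limits the precision. In 5 simulated pairs, this test called 38% of genes given a log2 change of 0.5, 76.4% at a log2 change of 1 and 95.6% at a log2 change of 2. The simulation changed 200 of 11939 genes, fewer than were called in the data, which makes its adjusted threshold stricter. These shares therefore need not hold for the data. The control probe sets for the 3' and 5' ends of a transcript give a measure of RNA integrity. A larger 3' minus 5' difference stands for less intact RNA. For GAPDH the 3' minus 5' difference (log2) was 0.49 ± 0.09 (SD, n = 5) in SCC and 1.19 ± 0.32 (SD, n = 5) in normal lung. It was lower in the tumor of 5 of 5 patients (two-sided exact permutation test over sign flips, p = 0.0625, the smallest that 5 pairs allow). For ACTB the difference was 0.24 ± 0.19 (SD, n = 5) in SCC and 0.36 ± 0.37 (SD, n = 5) in normal lung (two-sided exact permutation test, p = 0.4375).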

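FOSB, a transcription factor of the immediate early response, had a value (log2) of 10.48 ± 1.04 (SD, n = 5) in normal lung and 7.68 ± 1.23 (SD, n = 5) in SCC. In order of their normal lung values, from 9.28 to 12.14, the patients' tumor values rose too, from 6.61 to 9.79. The log2 fold change of FOSB was -2.80, with a standard error of 0.125 (adjusted p = 0.00062 from limma). A standard error is that of a mean over the 5 patients, so it is not on the scale of an SD. KIT, the stem cell factor receptor of mast cells, had an SD of 0.40 in normal lung and 0.49 in SCC, and a log2 fold change of -1.95 (standard error 0.118, adjusted p = 0.000815 from limma). By contrast SPRR1B, a protein of the cornified envelope, varied little in normal lung (SD 0.084) and widely in SCC (SD 2.44). Its mean in normal lung was 5.23, below the medians of those arrays (6.48 to 6.54), so the small SD there need not mean steady expression. The log2 fold change of SPRR1B, 4.84, had a standard error of 0.86 (adjusted p = 0.0117 from limma). Over the 11939 genes, the median SD between patients was 0.159 in normal lung and 0.217 in SCC. The standard error of the difference was smaller with pairing than without it in 65.4% of genes, with medians of 0.112 and 0.13. Across genes, the 2 samples of a patient deviated from their tissue means in the same direction, with a mean Pearson's r of 0.183 over the 5 patients, against at most 0.15 in the other pairings of tumors with normal lungs (exact permutation test over 120 pairings, p = 0.008, the smallest they allow). Genes are not independent replicates in this correlation. At an adjusted p under 0.05 from limma, 2166 genes passed both with and without pairing, 353 with pairing alone and 271 without it alone. TPPP3, a gene of ciliated cells with a log2 fold change of -1.39, is among those that passed with pairing alone (adjusted p = 0.0337 with it, 0.0597 without it).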

Following the normalization of the array data from these samples, genes that were consistently different from normal tissue (paired *t*-test, *P* < 0.05) were selected as DEG. Furthermore, only the genes that can be mapped to the existing protein network were chosen. As a result, 360 DEGs were chosen as genes that were upregulated in squamous carcinoma, whereas 270 DEGs were chosen as genes that were downregulated in squamous carcinoma (see online supplement for the list of genes). 

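Among the genes that changed in the same direction in all 5 patients, AKR1B10, an aldo-keto reductase, had the largest upregulation. Its value (log2) was 10.82 ± 1.98 (SD, n = 5) in SCC and 5.73 ± 0.34 (SD, n = 5) in normal lung, a log2 fold change of 5.09 (standard error 0.68, adjusted p = 0.00504 from limma). Of the 10 most upregulated genes, 8 encode proteins of squamous epithelium. KRT15, a keratin of basal cells, had a log2 fold change of 4.74 (standard error 0.46, adjusted p = 0.0021 from limma). PKP1, a plaque protein of desmosomes, had one of 4.22 (standard error 0.27, adjusted p = 0.000819). KRT13, KRT14, KRT16, SPRR1B, SPRR3 and S100A2 lay between 4.19 and 4.84, and the secreted phosphoprotein SPP1 was at 4.72 (standard error 0.67, adjusted p = 0.0059). KRT5, chosen after its values were seen, was at 4.49 (adjusted p = 0.0182) and was higher in 4 of 5 patients. The most downregulated gene was AGER, the receptor of alveolar type I cells, at 6.57 ± 0.65 (SD, n = 5) in SCC and 11.21 ± 0.42 (SD, n = 5) in normal lung, a log2 fold change of -4.64 (standard error 0.31, adjusted p = 0.000874 from limma). It was followed by FABP4, a fatty acid binding protein of alveolar macrophages (-4.28), TMEM100, a membrane protein of lung endothelium (-4.02, standard error 0.21, adjusted p = 0.00062) and the alcohol dehydrogenase ADH1B (-3.95). Next came FCN3 (-3.94), CLDN18 (-3.92), CYP4B1 (-3.70), LIMCH1 (-3.56), TNNC1 (-3.38) and WIF1 (-3.26). Of the lineage genes, SOX2, a transcription factor of squamous tumors, was at 0.63 (standard error 0.15, adjusted p = 0.0326). NKX2-1, that of lung epithelium, was at -2.25 (standard error 0.30, adjusted p = 0.00469) and SFTPC, a surfactant protein of alveolar type II cells, at -2.58 (standard error 0.70, adjusted p = 0.0441). Over all 11939 genes, 1103 (9.24%) were upregulated and 1416 (11.9%) downregulated at an adjusted p under 0.05 from limma. The methods' t-test at the paper's threshold, unadjusted, gave 1700 (14.2%) upregulated and 1946 (16.3%) downregulated genes, and 322 and 507 after Benjamini-Hochberg adjustment. After that adjustment PKP1 (0.0245), KRT15 (0.0388) and KRT16 (0.0464) passed among the 10 most upregulated genes, and all of the 10 most downregulated genes except WIF1 (0.0571). Without 1 of the 5 patients limma called 607 genes upregulated and 904 downregulated. With patients left out in turn, the adjusted p rose to as much as 0.0753 for KRT14, 0.0668 for SPRR3, 0.105 for SOX2 and 0.0877 for SFTPC. SFTPC lost the call in 4 of these 5 fits and kept it in the other, at -1.71 (adjusted p = 0.00795). ADH1B was at -0.95 when probe sets shared between transcripts were left out. Probe sets for keratins, SPRR genes and AKR1B10 can also bind transcripts of close family members.

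**Figure D1:**
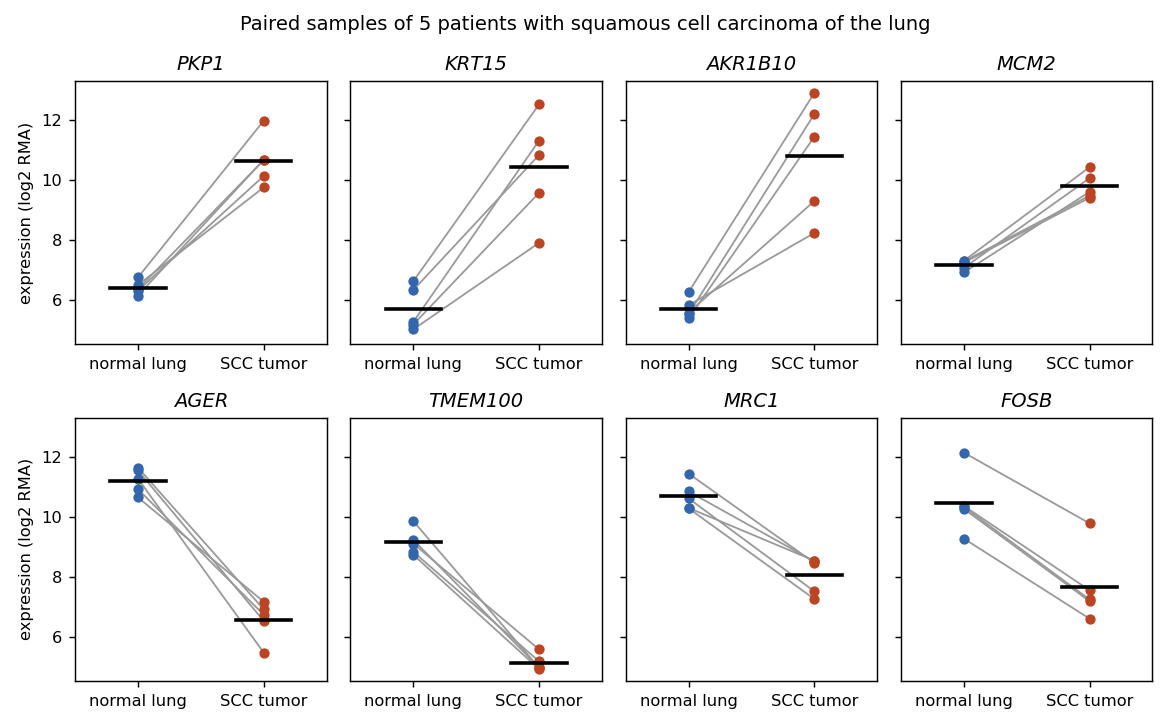
Expression (log2 RMA) of 8 genes in normal lung (blue) and SCC tumor (red), with the 2 samples of a patient joined by a line, n = 5 patients, and means as black bars. Every line rises for PKP1, KRT15, AKR1B10 and MCM2 and falls for AGER, TMEM100, MRC1 and FOSB, with AKR1B10 tumors between 8.24 and 12.9 and AGER tumors between 5.48 and 7.17.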

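Upregulated genes in SCC included most genes of squamous epithelium and of glycolysis, and a part of those of the NRF2 response to oxidants. Of 42 measured genes of squamous epithelium (keratins, desmosome proteins and cornified envelope proteins), 34 were upregulated and 0 downregulated at an adjusted p under 0.05 from limma (40 upregulated when adjusted over the list alone), and their median log2 fold change was 2.09. This shift had an adjusted p = 1.5e-19 from camera, which compares a list with all other genes under a preset correlation of 0.01, and an adjusted p = 0.14 with an estimated correlation. NRF2 is a transcription factor that induces enzymes against oxidative stress. Of 27 measured targets 14 were upregulated and 1 downregulated (19 and 1 when adjusted over the list alone), with a median of 1.43 (camera, adjusted p = 2.32e-07, and adjusted p = 0.263 with an estimated correlation). GPX2, a glutathione peroxidase, had a log2 fold change of 3.17 (standard error 0.42, adjusted p = 0.00494 from limma), next to AKR1B10. The downregulated member was HMOX1, heme oxygenase, at -0.53 (adjusted p = 0.0205), which was chosen after its values were seen. Of 23 genes of glycolysis and hypoxia, 18 were upregulated and 0 downregulated (22 and 0 when adjusted over the list alone), with a median of 0.86 (camera, adjusted p = 6.01e-12, and adjusted p = 0.14 with an estimated correlation). SLC2A1, a glucose transporter, was at 2.88 (standard error 0.34, adjusted p = 0.00354 from limma), and GPI, glucose-6-phosphate isomerase, at 1.66 (standard error 0.18, adjusted p = 0.00311). In the lists of squamous epithelium and of glycolysis, 0 members were lower at an unadjusted p under 0.05 by limma or by the methods' t-test. In the same pairs, the 3' minus 5' difference of the GAPDH control was lower in the tumor of every patient, and markers of alveolar epithelium and endothelium were downregulated. The difference of the ACTB control was lower in 3 tumors and higher in 2. With patients left out in turn, 6 to 12 NRF2 targets were upregulated and 0 to 1 downregulated. SLC2A1 has a second probe set, which was at 0.37 (adjusted p = 0.076) when probe sets shared between transcripts were left out.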

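Most genes of cell division and a part of the subunits of large protein complexes were upregulated. Of 45 measured genes of mitosis, 38 were upregulated and 0 downregulated at an adjusted p under 0.05 from limma (42 and 0 when adjusted over the list alone), with a median log2 fold change of 0.90 (camera, adjusted p = 2.5e-20, and adjusted p = 0.14 with an estimated correlation). CDC20, an activator of the anaphase-promoting complex, was at 2.40 (standard error 0.16, adjusted p = 0.00082), and PRC1, a protein of the spindle midzone, at 2.43 (standard error 0.26, adjusted p = 0.00268). In the same tumors the GAPDH control's 3' minus 5' difference was lower in 5 of 5 patients and that of ACTB in 3 of 5. Markers of alveolar epithelium and endothelium were lower. Of 35 genes of DNA replication, 30 were upregulated and 0 downregulated (33 and 0 when adjusted over the list alone), with a median of 0.91 (camera, adjusted p = 2.99e-16, and adjusted p = 0.151 with an estimated correlation). MCM2, a subunit of the replicative helicase, was at 2.63 (standard error 0.17, adjusted p = 0.000819), and RFC4, a subunit of the clamp loader, at 2.57 (standard error 0.31, adjusted p = 0.00375). Of 43 genes of the spliceosome 19 were upregulated (24 when adjusted over the list alone), among them SNRPD1 (1.31) and SNRPG (1.12). Of 30 genes of the proteasome 14 were (18 when adjusted over the list alone), among them PSMD2 (1.46) and PSMB2 (1.09). In both lists 0 were downregulated. Their medians were 0.39 and 0.45 (camera, adjusted p = 1.13e-08 and 1.22e-08), with adjusted p = 0.131 and adjusted p = 0.236 with an estimated correlation. Of 20 chaperonin and heat shock proteins 10 were upregulated and 1 downregulated (14 and 2 when adjusted over the list alone), with a median of 0.51 (camera, adjusted p = 5.97e-06, and adjusted p = 0.263 with an estimated correlation). HSPE1 was at 1.31 and CCT5 at 1.02. Of 52 genes of oxidative phosphorylation 16 were upregulated and 1 downregulated (18 and 1 when adjusted over the list alone), with a median of 0.26 (camera, adjusted p = 2.34e-06, and adjusted p = 0.151 with an estimated correlation). NDUFB4 was at 1.06 and ATP5MC3 at 0.92. The downregulated members, chosen after their values were seen, were the kinase co-chaperone CDC37 (-0.43, adjusted p = 0.0252) and the complex I subunit NDUFA5 (-0.70, adjusted p = 0.00905). Of 52 proteins of the cytosolic ribosome 11 were upregulated and 0 downregulated, also when adjusted over the list alone, with a median of 0.17 (camera, adjusted p = 0.000353, and adjusted p = 0.476 with an estimated correlation). RPL35A was at 1.03 and RPS19 at 0.66 (adjusted p = 0.0316). At an unadjusted p under 0.05 from limma, 1 ribosomal gene was lower, and 0 genes of the proteasome, spliceosome, mitosis and DNA replication lists, with the same counts by the methods' t-test. With patients left out in turn, 7 to 11 proteasome genes, 5 to 7 ribosome genes and 10 to 15 genes of oxidative phosphorylation were upregulated, and 0 to 2 chaperonin and heat shock proteins downregulated. The adjusted p of RPS19 rose to as much as 0.0854. When probe sets shared between transcripts were left out, the medians of the ribosome, spliceosome and oxidative phosphorylation lists were 0.042 (adjusted p = 0.164), 0.224 and 0.164, RPL35A, 1 of whose other probe sets runs the other way, was at 0.047 (adjusted p = 0.778) and SNRPD1 at 0.32 (adjusted p = 0.131).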

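Chosen genes of the distal end of chromosome 3q, a region often gained in squamous lung tumors, and genes of the tumor stroma and its proteases were in part upregulated. Of 41 measured genes in the list for chromosome 3q26 to 3q29, 19 were upregulated and 1 downregulated at an adjusted p under 0.05 from limma (23 and 1 when adjusted over the list alone), with a median log2 fold change of 0.80 (camera, adjusted p = 4.06e-07, and adjusted p = 0.263 with an estimated correlation). Of the 75 other measured genes of this region 10 (13.3%) were upregulated and 3 (4.0%) downregulated, with a median of 0.077, against 9.08% and 11.9% and a median of 0.013 for genes elsewhere. ACTL6A, an actin-like subunit of chromatin remodeling complexes, was at 1.71 (standard error 0.27, adjusted p = 0.00791), and RFC4 and PSMD2 belong to this region too. USP13, a deubiquitinase chosen after its values were seen, was at -0.56 (adjusted p = 0.00491). Of 23 genes of stroma collagen and matrix, 9 were upregulated and 0 downregulated (11 and 0 when adjusted over the list alone), with a median of 1.06 (camera, adjusted p = 0.000538, and adjusted p = 0.463 with an estimated correlation). COL11A1 was at 2.62 (standard error 0.52, adjusted p = 0.0168) and COL1A1, a chain of type I collagen, at 2.62 (standard error 0.56, adjusted p = 0.0205). The GAPDH control had a lower 3' minus 5' difference in the tumors of all 5 patients, whereas that of ACTB went both ways. At an unadjusted p under 0.05, 1 stroma gene was lower by limma and 0 by the methods' t-test. Of 12 genes in the matrix metalloproteinase list, most of which encode enzymes that degrade the matrix and 1 of which is the plasminogen activator PLAU, 5 were upregulated and 1 downregulated (8 and 1 when adjusted over the list alone), with a median of 0.99 (camera, adjusted p = 0.00255, and adjusted p = 0.322 with an estimated correlation). MMP12, macrophage elastase, was at 3.41 (standard error 0.68, adjusted p = 0.0166) and MMP1, interstitial collagenase, at 2.97 (standard error 0.63, adjusted p = 0.0204). The others were MMP9, MMP11 and MMP14, and MMP28 was downregulated (-0.61), as seen after their values were known. With patients left out in turn, 1 to 13 stroma genes (medians from 0.643 to 1.294) and 1 to 7 of the metalloproteinase list were upregulated, and 0 to 1 of the latter downregulated. Of the 3q list 13 to 16 genes were then upregulated and 1 to 2 downregulated. The stroma median was 0.689 with the mean of each gene's probe sets. The adjusted p rose to as much as 0.0508 for COL11A1, 0.0606 for COL1A1, 0.061 for MMP12 and 0.0622 for MMP1.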

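Downregulated genes in SCC included most markers of the alveolar epithelium and of the endothelium of normal lung. Of 25 measured genes of alveolar epithelium, 22 were downregulated and 0 upregulated at an adjusted p under 0.05 from limma, also when adjusted over the list alone, and their median log2 fold change was -2.25 (camera, adjusted p = 1.16e-14, and adjusted p = 0.148 with an estimated correlation). AGER and CLDN18, a tight junction protein at -3.92 (standard error 0.38, adjusted p = 0.00206), fell the most of this list. Of 32 genes of endothelium, 27 were downregulated and 1 upregulated (29 and 1 when adjusted over the list alone), with a median of -1.49 (camera, adjusted p = 1.2e-15, and adjusted p = 0.14 with an estimated correlation). TMEM100 and FCN3, a lectin of lung endothelium at -3.94 (standard error 0.39, adjusted p = 0.00216), fell the most. PLVAP, a protein of fenestrated endothelium chosen after its values were seen, was at 0.75 (standard error 0.087, adjusted p = 0.00345). Smooth muscle had 5 of 13 genes downregulated and 0 upregulated (8 and 0 when adjusted over the list alone), with a median of -0.70 (camera, adjusted p = 7.96e-05, and adjusted p = 0.263 with an estimated correlation). DES, desmin, was at -1.56 (adjusted p = 0.00829) and LMOD1, leiomodin, at -1.54 (adjusted p = 0.00932). CNN1, SYNM and CASQ2 were the others, as seen after their values were known. Airway club and ciliated cells had 3 of 19 genes downregulated and 0 upregulated, also when adjusted over the list alone, with a median of -0.14 (camera, adjusted p = 0.00796, and adjusted p = 0.333 with an estimated correlation). These were SCGB1A1, the secretoglobin of club cells, at -2.75 (standard error 0.66, adjusted p = 0.0303), TPPP3, and PIGR, the polymeric immunoglobulin receptor, which was chosen after its values were seen. At an unadjusted p under 0.05, 1 gene of the airway list was higher by limma and 0 by the methods' t-test. In the endothelium list 1 and 2 were higher, and in the alveolar and smooth muscle lists 0 by either test. The 3' minus 5' difference of the GAPDH control was lower in the tumors of the same pairs, whereas that of ACTB went both ways. The airway shift had an adjusted p = 0.108 among genes above the median level. With patients left out in turn, 1 to 3 airway genes were downregulated and the adjusted p of SCGB1A1 rose to as much as 0.0865 and that of TPPP3 to 0.0944. DES was at 0.047 (adjusted p = 0.689) when probe sets shared between transcripts were left out.

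**Figure D2:**
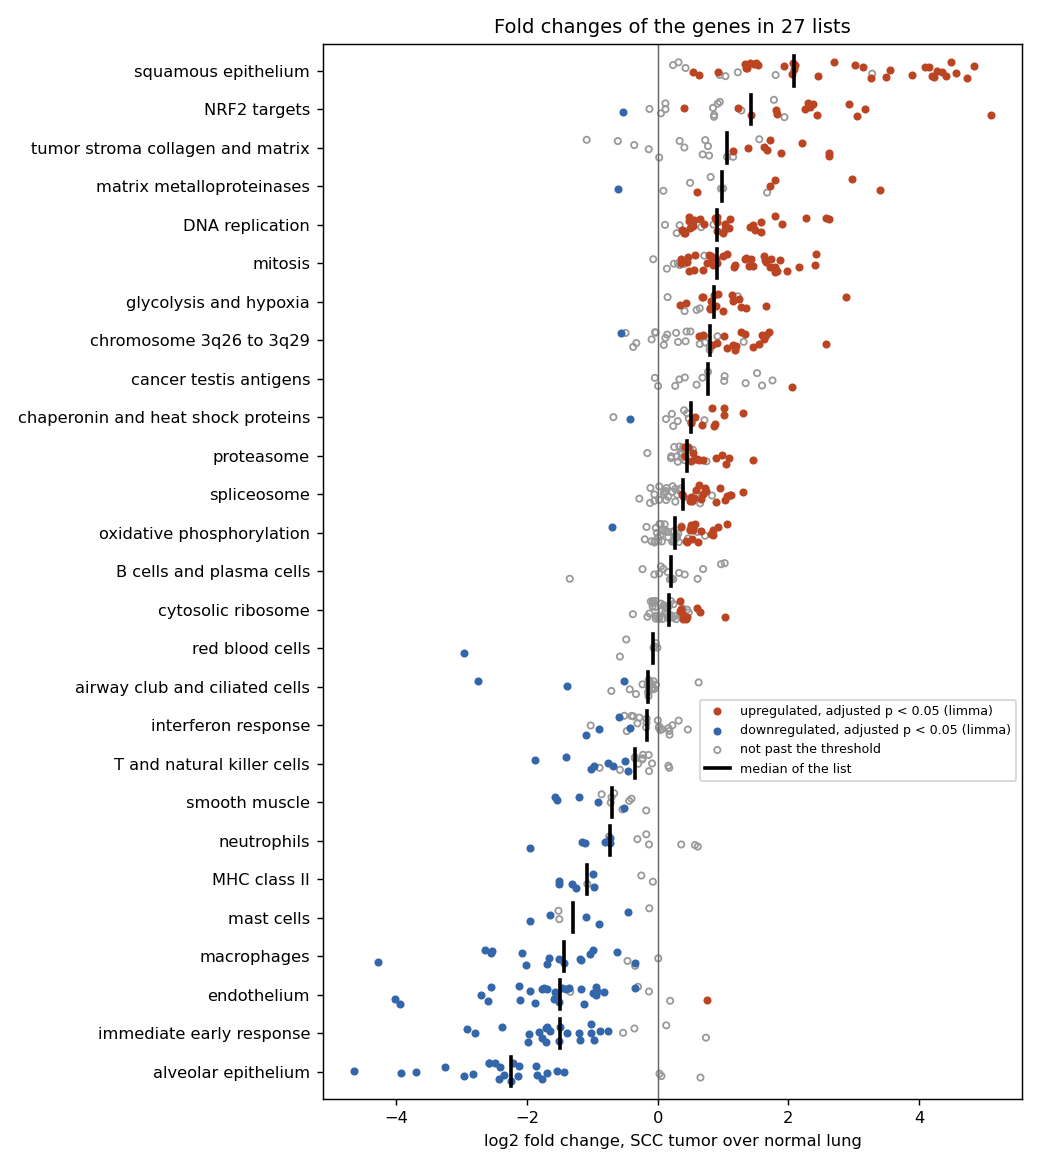
Log2 fold change (SCC tumor over normal lung, 5 patients) of each measured gene in the 27 lists, 1 point per gene, with genes past an adjusted p of 0.05 from limma in red (upregulated) or blue (downregulated), other genes as open circles and each list's median as a black bar. Medians run from -2.25 for alveolar epithelium to 2.09 for squamous epithelium.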

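Markers of several immune cell types of normal lung were downregulated as well, whereas 0 of those of B cells and plasma cells passed the threshold. Of 19 measured genes of macrophages, 16 were downregulated and 0 upregulated at an adjusted p under 0.05 from limma, also when adjusted over the list alone, with a median log2 fold change of -1.43 (camera, adjusted p = 3.41e-11, and adjusted p = 0.14 with an estimated correlation). MRC1, the mannose receptor, was at -2.64 (standard error 0.21, adjusted p = 0.00122), and FABP4 lies in the same list. The 3 members that did not pass, chosen after their values were seen, were CD14 (-0.46), CSF1R (-0.34) and FCGR1A (0.01). Members thus fell to unlike degrees, and the list does not tell fewer macrophages from macrophages of another kind. Mast cells had 5 of 8 genes downregulated and 0 upregulated (7 and 0 when adjusted over the list alone), with a median of -1.30 (camera, adjusted p = 3.37e-05, and adjusted p = 0.151 with an estimated correlation). These were KIT, CPA3, a carboxypeptidase of mast cell granules (-1.65, adjusted p = 0.00995), and, as seen after their values were known, HPGDS, FCER1A and HDC. Neutrophils had 6 of 13 genes downregulated and 0 upregulated, also when adjusted over the list alone, with a median of -0.72 (camera, adjusted p = 0.00293, and adjusted p = 0.283 with an estimated correlation). MNDA, a nuclear antigen of myeloid cells, was at -1.96 (adjusted p = 0.00472) and FCGR3B, an Fc receptor whose probe set can also bind FCGR3A transcripts, at -1.16 (adjusted p = 0.0476). Of 21 genes of T and natural killer cells, 8 were downregulated and 0 upregulated (10 and 0 when adjusted over the list alone), with a median of -0.35 (camera, adjusted p = 0.000287, and adjusted p = 0.263 with an estimated correlation). CD69, an early activation antigen, was at -1.87 (adjusted p = 0.0441) and PRF1, perforin, at -1.40 (adjusted p = 0.00735). The 13 members that did not pass include the T cell genes CD3D (-0.30), CD3E (-0.23), CD3G (0.18) and CD2 (-0.34). Among other T cell genes CD8A (-0.76) and CD247 (-0.45) passed, all these chosen after their values were seen. A fall of T cells in general is therefore not shown by this list. MHC class II genes, which present antigen, had 6 of 9 members downregulated and 0 upregulated (8 and 0 when adjusted over the list alone), with a median of -1.08 (camera, adjusted p = 4.99e-05, and adjusted p = 0.252 with an estimated correlation). HLA-DMA and the cathepsin CTSS were at -1.51 (adjusted p = 0.00457) and -1.50 (adjusted p = 0.00589). Of 16 genes of B cells and plasma cells, 0 passed limma's threshold in either direction, also when adjusted over the list alone, with a median of 0.20 (camera, adjusted p = 0.327, and adjusted p = 0.752 with an estimated correlation). At an unadjusted p under 0.05, 1 was higher and 2 lower by limma, and 0 and 1 by the methods' t-test. Leaving patients out in turn gave medians from 0.054 to 0.369, and without 1 of the 5 patients the list shifted up (camera, adjusted p = 0.0191). The member with the lowest p, BANK1, had a low signal and was at -0.23 (adjusted p = 0.0779). It passed when limma was run with a trend and robust spread (adjusted p = 0.0359). In the tumors of all 5 patients the 3' minus 5' difference of the GAPDH control was lower, toward more intact RNA. That of the ACTB control was lower in 3 and higher in 2. Expression was not related to these controls patient by patient. In the other lists named here, 0 members were higher at an unadjusted p under 0.05 by limma or by the methods' t-test. With patients left out in turn, 1 to 6 genes of T and natural killer cells (medians from -0.545 to -0.225), 3 to 6 of neutrophils (medians from -0.806 to -0.347) and 3 to 4 of mast cells were downregulated. The neutrophil median was -0.31 when probe sets shared between transcripts were left out. The adjusted p rose to as much as 0.122 for CD69 and 0.11 for FCGR3B.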

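Genes of the immediate early response, which cells induce within minutes of a stimulus, were lower in SCC than in normal lung. Of 25 measured genes, 21 were downregulated and 0 upregulated at an adjusted p under 0.05 from limma (22 downregulated and 1 upregulated when adjusted over the list alone), with a median log2 fold change of -1.50 (camera, adjusted p = 4.16e-14, and adjusted p = 0.14 with an estimated correlation). At an unadjusted p under 0.05, 1 member was higher by limma and 0 by the methods' t-test. FOS, a subunit of the transcription factor AP-1, was at 8.56 ± 0.66 (SD, n = 5) in SCC and 11.47 ± 0.79 (SD, n = 5) in normal lung, a log2 fold change of -2.92 (standard error 0.26, adjusted p = 0.00156 from limma), and FOSB fell by a similar amount. The GAPDH control's 3' minus 5' difference was lower in the same tumors, whereas that of ACTB went both ways. When probe sets shared between transcripts were left out, the list's median was -0.88. The list was lower in the tumors of 5 of 5 patients, with a median per patient between -1.661 and -0.999. Over the 27 lists, 24 shifted at an adjusted p under 0.05 from camera with the preset correlation. With an estimated correlation 0 of these passed (lowest adjusted p = 0.131), and 8 of the 27 lists did at an unadjusted p under 0.05. By fry, which asks whether a list's genes move on balance in 1 direction and compares them with no other genes, 18 of the 24 passed. From the genes past its threshold, the paper selected as DEGs those that could be mapped to the protein network, 360 upregulated and 270 downregulated by the paper's count, and took them on to its topological analysis. The network was not used here, so the counts above are over all genes of the array.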

DEGs were subsequently mapped to protein interaction maps for further analysis.

### 3.2 Topological analysis of lung cancer genes

In order to determine the topological features of the DEGs, the edge distribution for DEGs was compared to the rest of the graph (Section 2.4). We find that the genes that are upregulated in lung cancer have a positive correlation with the number of edges associated with them (Fig. 1a). This positive correlation indicates that lung cancer DEGs that are upregulated are highly connected. Down-regulated genes have a slightly lower, but positive correlation to connectivity (Fig. 1b).

Because only a subset of genes in the graph is present on the microarray that was used, bias of the selected DEGs is of concern. However, there is no correlation between the genes in the array to the connectivity in the protein network (Fig. 1c). Thus, the gene representation of the microarray itself poses no bias to the connectivity of the DEGs.

We then randomly selected the genes from the graph to see if we can get a high positive correlation. The same number of genes as DEGs was randomly sampled from genes that match the array. Then the correlation was calculated and compared the correlation to that of the DEGs. For the upregulated genes, average of 7.7% equaled or exceeded *r* of DEGs (*σ* = 1.8, *n* = 11). For the downregulated genes, average of 86.2% equaled or exceeded *r* of DEGs (*σ* = 0.8, *n* = 11). Since the only difference between the two analyses is the number of genes sampled (370 for upregulated genes and 270 for downregulated genes), the significance value is highly sensitive to the number of genes selected. Thus, one can conclude that, at a minimum, for the upregulated genes the positive correlation between the connectivity and the DEGs is not likely due to chance.

### 3.3 *k*-core analysis of protein network

Using the *k*-core analysis method, we have measured how DEGs were close to the topological center of the protein network (Fig. 2). In this analysis, an increase in excess retention as value of *k* is increased indicates that the selected group of genes is located near the topological center of the protein network. Higher the *k* the ER is maintained, the closer the genes are to the center of the network. For the upregulated genes, the excess retention (ER) increases as *k* approaches 30, then drops precipitously around 35 (Fig. 2a). For the downregulated genes, ER increases as *k* approaches 20 and then descends beyond this point (Fig. 2b). The early peak of the downregulated genes relative to that of the upregulated genes indicates that the upregulated genes are more centrally located in the protein network than the downregulated genes.

In order to test the significance of this finding, ER has been calculated for the same number of nodes that has been randomly selected from the graph. When genes were chosen from the entire graph, ER remained near unity, on average (Fig. 2c). However, when genes that correspond to the microarray probesets were chosen, ER did increase on average (Fig. 2d) up to *k* = 20. A distinct difference in the ER for each *k*-core can be seen between cancer gene and random control (average of 7 out of 1000 randomly chosen genes out of array probes are above the ER for upregulated genes where 1 < *k* < 35). Moreover, it is apparent that downregulated genes do not show a significant difference in ER against the genes that were randomly chosen from the arrays. From these results, we can conclude that the upregulated genes are centrally located in the protein network, but the same conclusion cannot be made for the downregulated genes.

## 4 Discussion

Transcriptional profiling of cancer using microarray has revolutionized the field by allowing researchers to discover tumor subclasses and target genes for diagnosis and therapy. Protein interaction mapping using high-throughput yeast-two-hybrid (HT-Y2H) methods has been hailed as the harbinger for the systematic approach to functional genomics, allowing individual genes to be placed in a global context of cellular functions (Mendelsohn and Brent, 1999). This leads to the question how are genes that are differentially regulated in cancer placed in the global context of the protein interaction map? In this study, we exploit the most recent advances in interactome analysis to answer this question.

Much of the biological diversity of tumors is the result of variation in the transcriptional programs (Perou *et al*., 2000). Microar-ray analysis of cancer cells has allowed the identification of specific genes or proteins that could serve as molecular targets for improved diagnosis and therapy. The subsequent interpretation of the genes identified by the microarray analysis was analyzed in a context where a single gene was accounted for the individual phenotype. However, this ignores the fact that proteins rarely act in isolation from one another, and their specific functions are determined by association with other proteins.

A rational starting point for taking the proteins into proper context is to use the protein network or interactome. Interactome analysis has made a remarkable progress in the past decade, mainly due to the development of high-throughput screening methods such as HT-Y2H. To date, interactomes of three eukaryotes have been mapped by HT-Y2H (Giot *et al*., 2003; Li *et al*., 2004; Uetz *et al*., 2000). Due to high cost and labor, human HT-Y2H maps may not be available for some time. Predicted mapping of human protein interaction can serve as a surrogate map, years before the complete human protein network based on direct experimental evidence becomes available.

Hypothetical human protein interaction maps are relatively new (Brown and Jurisica, 2005; Lehner and Fraser, 2004). The prediction of protein interaction is based on sequence-based searches for conserved protein interactions, also known as interologs (Matthews *et al*., 2001). Because these human interaction maps are hypothetical, it is likely to have many false positives as well as missing protein interactions. There is a claim that approximately half of the predicted interactions using interologs between microorganisms can be experimentally validated (Sharan *et al*., 2005). While the lack of accuracy in the interologs approach may instill little confidence in the predicted map, it is easy to envision its role in the validation of the HT-Y2H global protein network mapping.

The topological analyses using a hypothetical human protein interaction map suggest that the genes upregulated in the squamous lung carcinomas are rich in global hubs. Global hubs are well-connected nodes that are also located near the center of the protein network. Evidence is lacking to make the same claim to the down-regulated genes. Centrality of the genes is associated with the essential functions of the genes in the yeast (Jeong *et al*., 2001). It has been shown that the essential genes, those that are lethal when mutated, tend to be well connected. Another study shows that the yeast genes that are not essential but provide a vital function in toxin metabolism also have high number of edges associated with the nodes, albeit less well-connected than that of the essential genes (Said *et al*., 2004). *k*-core analysis has been performed on the yeast essential genes and were shown to be global hubs, whereas non-essential genes were not (Wuchty and Almaas, 2005). The study also indicates that these global hubs are conserved throughout different species.

One can surmise, from the centrality of the cancer-associated genes, the evolutionary constraints to the genes expressed in cancer cells. Whatever the mechanism, there must be a core set of genes that needs to be maintained throughout the course of somatic evolution in the tumor microenvironment. These genes are the ‘essential genes’ for the cancer and share the topological characteristics that the essential genes do in yeast. This may be manifested by the upregulated genes in our cancer samples that tend to be, but not restricted to, the global hubs. Downregulated genes tend to be less constrained in this way, either because the genes are suppressed by the upregulated genes (secondary effect of the core cancerous gene expression) or because the suppressed genes are overwhelmed by circumvention from the alternate or compensatory pathway that induces the upregulation of the cancerous genes.

Our analysis concludes that squamous cell lung cancer genes share similar topological features for essential proteins. This finding fulfills the somatic evolution model of cancer. Cancerous cells undergo frequent mutation, division and selection, ultimately leading to the fittest ‘disregulated’ phenotype. Given this, it is reasonable to assume that the genes, which are differentially expressed in contrast to the surrounding normal tissue, are essential for survival and proliferation. Thus, given that the centrality of the genes in a protein network is characteristic of the essential genes in yeast, it follows that the genes essential for cancer cells would also share the topological characteristics of these essential genes.

This is the first time the predicted human protein interaction map has been used for the analysis of cancer. While microarray analysis has been used extensively for the identification of marker genes for various types of cancer, our approach may facilitate the development of drugs that target the genes that may be directly responsible for the disease.

## Supplementary Material

1

## Figures and Tables

**Fig. 1:**
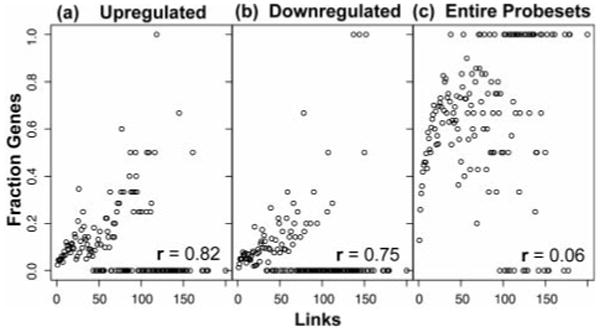
Correlation of connectivity (links) versus the fractions of select genes with exactly *l* links. The genes with exactly *l* links were chosen from the protein network, and then the fraction of selected genes from this subset was calculated. (**a**) Upregulated genes (*n* = 360) in SCC of lung have Pearson's *r*, which demonstrates high positive correlation (*r* = 0.82). (**b**) Downregulated genes (*n* = 270) in SCC have slightly less correlation (*r* = 0.75). (**c**) Microarray probesets that match the genes in the protein network (*n* = 2137) show no correlation to link number (*r* = 0.06). Thus, using the genes on the microarray does not contribute to bias in the number of links for genes differentially expressed in SCC. (FG values of 1 and 0 are not excluded for *r* values.)

**Fig. 2:**
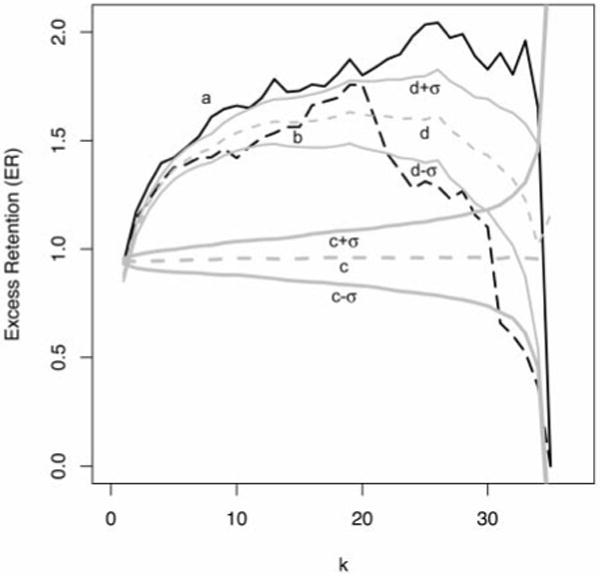
*k*-core analysis of differentially expressed genes in SCC of lung. *k* is the number of iterative decomposition of the graph (*k*-core subgraph), starting from the outermost edge. Higher *k* represents the central placement of the subset of genes in the original graph (*k*= 1). ER is the degree to which genes from a *k*-core is under- (ER < 1) or over-represented (ER > 1) relative to the original graph. a: ER of the upregulated genes (*n* = 360) in SCC; b: ER of the downregulated genes (*n* = 270) in SCC; c, c + *σ*, c − *σ*: mean ER of 1000 randomly selected genes from the entire network (*n* = 360), plus or minus the standard deviation (±*σ*); d, d + *σ*, d − *σ*: mean ER and ±*σ* for the 1000 randomly selected genes (*n* = 360) present in the microarray used in the experiment that matches the genes in the graph (*n* = 2137).

How the deposited data were processed for this re-analysis (not part of the article)

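Paired samples of SCC and of normal lung from 5 patients were measured on Affymetrix HG-U133A arrays, 1 array per sample and 10 in all. The authors made the deposited log2 values by RMA in Bioconductor, as the paper's methods state. RMA is also the tool named in the submitters' processing notes, and its version is not given in the sources used here. It corrects the background of each array, normalizes the arrays by quantiles and combines the probes of a set by median polish, so differences between arrays in overall brightness had been removed before any value was read. The values are per probe set and sample, with no filter on low signal and no flag for signal near background. They were used as deposited. That they are log2 was taken from their range. All 10 columns were matched to samples by their labels.

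Probe sets were named through GEO's annotation of the array. Probe sets naming exactly 1 gene were used, and control probe sets, the 1043 that name several genes and the 2107 with no gene listed here were not analysed. Symbols were compared with a current gene table through the gene ID, which changed 0 symbols, and 12 probe sets had a gene ID without an entry there. X inactivation transcripts and genes of the Y chromosome were left out for privacy (31 probe sets), and so were, from all tables and text, single genes that follow common deletions or HLA types. Each gene was represented by the probe set with the highest mean over the 10 arrays.

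Genes were tested with limma 3.58.1 in R 4.3.3 (linear model, moderated test with default settings) on the log2 values, with the patient as a block, because the methods use paired t-tests and the 2 samples of a pair come from the same patient. The pairing was checked on the values. Deviations of tumor and normal lung from their tissue means correlated across genes at an r of 0.119 or more in each of the 5 patients, and each tumor correlated best with the normal lung of its own patient. P-values were adjusted by the Benjamini-Hochberg method over 11939 genes, with a threshold of 0.05, and fold changes are SCC over normal lung. The methods' t-test is a two-sided paired t-test per gene on the same values and patients, at the paper's threshold of 0.05 without adjustment and after Benjamini-Hochberg adjustment.

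The gene lists, 27 in number, the main tests and the rule for named genes were fixed before the data were examined. The lists cover squamous epithelium, the cell types of normal lung and blood, stroma, cell division, large protein complexes, metabolism, stress responses, chromosome 3q and cancer testis antigens, chosen from general knowledge. The rule names the 10 genes with the largest positive and the 10 with the largest negative log2 fold change among those past the threshold that changed in the same direction in all 5 patients, the 2 members of each list with the largest change among those past the threshold (or the member with the lowest p where none passed), and lineage genes of squamous and alveolar epithelium. It gave 65 genes. Lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, adjusted over the 27 lists. A symbol of a list that no probe set used here names alone was not analysed here.

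Random gene lists of the same size were matched on mean expression in 20 bins (10000 lists). These lists, Fisher's exact test of the 3q region and the exact test over sign flips were run in Python 3.11.15. NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3 were used, and figures were drawn with matplotlib 3.10.9. Fisher's exact test of the large complexes and the seeded permutation test of signal level were run in R. The limma and t-test steps were tested on simulated data made from the real means and spreads, 5 runs with 200 changed genes each among 11939. Limma called 97.2% of genes with a log2 change of 3 and 0.07% of unchanged genes, and the t-test without adjustment called 100% of the former and 5.06% of the latter. In these simulations limma missed most genes that changed by a log2 of 0.5. With 200 changed genes against 2519 called in the data, the adjusted threshold was stricter in the simulations. The share missed in the data is therefore not known from them.

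The alternatives tried were a fit without the patient block, the methods' t-test, the mean of a gene's probe sets, every probe set as its own test, leaving out probe sets whose design can match several transcripts or genes, genes above the median level alone, centring of arrays, a further quantile normalization, limma with a trend and robust spread, an added minimum log2 fold change of 1, and leaving out each patient in turn. The steps of the paper that map genes to the protein network and measure connectivity and k-cores need an interaction database that was not used here, so no values were computed for Fig. 1 and Fig. 2.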

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

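Each tissue of each of the 65 named genes, 130 groups of 5 samples, was searched for a sample that stands far from the rest, by the gap to its nearest neighbor over the range of the group (Dixon's ratio, critical value 0.71 for 5 samples). This marks about 1 group in 20 by chance, or 6.5 groups, and it marked 8. They lie on 4 arrays, at most 2 on 1 array, and whether 8 is more than chance gives was not tested. No technical or biological explanation was tested.

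Among tumors, 1 sample was far below the others for S100A2 (7.64 against 11.44 to 12.66, log2, ratio 0.757), SLC2A1 (9.06 against 11.06 to 11.69, ratio 0.761), HLA-DMA (8.16 against 9.55 to 9.69, ratio 0.91), FCGR3B (6.23 against 7.53 to 7.76, ratio 0.851) and SFTPC (8.62 against 12.67 to 13.49, ratio 0.831), and 1 was far above them for TPPP3 (8.94 against 7.20 to 7.40, ratio 0.883). Among normal lungs, 1 sample was far above the others for MMP12 (6.25 against 5.37 to 5.54, ratio 0.811) and PRAME (6.42 against 5.94 to 6.05, ratio 0.784).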

How the results depend on the processing

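Of 875 values of the 65 named genes under the alternatives, 791 kept their direction and side of the threshold, 81 lost the call, 2 gained it and 1 reversed. Most losses came with 1 patient left out or from the methods' t-test after adjustment, where fewer samples or a spread not shared across genes enter the test, and outside these 412 of 420 values kept both. The reversal was DES, at 0.047 without the probe sets shared between transcripts. SLC2A1 (0.371), SNRPD1 (0.323) and RPL35A (0.047) lost the call there too, as did FCGR3B at an adjusted p of 0.053. ADH1B moved to -0.948, and the medians of the immediate early (-0.877), spliceosome (0.224), oxidative phosphorylation (0.164), neutrophil (-0.31) and stroma (0.689) lists moved by over 1.5 times but stayed past the threshold. With the mean of each gene's probe sets, RPL35A lost the call (0.314), and DES (-0.758), LMOD1 (-0.801), PSMB2 (0.564), SNRPD1 (0.817), SLC2A1 (1.623) and NKX2-1 (-1.391) moved by over 1.5 times and kept it. The cause was not tested. Leaving out the patient pairing (no replicate block) gave 1096 upregulated and 1341 downregulated genes against 1103 and 1416, ended the call of TPPP3 and brought the interferon list past the threshold (median -0.17, adjusted p = 0.0409). It changed no other list call or named gene.

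The counts of genes moved as follows. Upregulated genes numbered 588 of 8349 without shared probe sets, 332 with a log2 fold change of at least 1, 1700 by the methods' t-test and 322 after its adjustment, and 607 to 812 with 1 patient left out, where only the lowest count is over 1.5 times from that of all patients. Downregulated genes numbered 518 with a log2 fold change of at least 1, 507 by the adjusted t-test and 904 to 1130 with 1 patient left out, again over 1.5 times away only at the lowest. By the unadjusted t-test, 984 genes were upregulated without shared probe sets, 1092 were upregulated and 1246 downregulated among the 5969 genes above the median level, and 2938 probe sets were downregulated when each was its own test. These settings also change the number of genes or probe sets tested. Centring the arrays gave 1118 and 1413, and a further quantile normalization 1174 and 1384. The median log2 fold change of all genes lay between 0.003 and 0.026 in the settings with 1 value per gene.

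With an estimated correlation all 24 lists past camera's threshold lost it, the adjusted p then running from 0.131 to 0.476. Their medians, which this setting does not touch, were 2.09 (squamous epithelium), 1.431 (NRF2 targets), 1.06 (stroma), 0.986 (metalloproteinases), 0.905 (DNA replication), 0.904 (mitosis), 0.859 (glycolysis), 0.797 (3q), 0.771 (cancer testis antigens), 0.507 (chaperonins), 0.445 (proteasome), 0.394 (spliceosome), 0.261 (oxidative phosphorylation), 0.169 (ribosome), -0.14 (airway), -0.347 (T and natural killer cells), -0.705 (smooth muscle), -0.722 (neutrophils), -1.075 (MHC class II), -1.299 (mast cells), -1.434 (macrophages), -1.488 (endothelium), -1.496 (immediate early response) and -2.25 (alveolar epithelium). Fry did not pass stroma (adjusted p = 0.153), metalloproteinases (0.08), airway (0.0628), neutrophils (0.0504), ribosome (0.117) and cancer testis antigens (0.0723). The ribosome list was at 0.042 without shared probe sets (adjusted p = 0.164) and the airway list at -0.137 among genes above the median level (adjusted p = 0.108). The red blood cell list passed with the mean of probe sets (-0.09, adjusted p = 0.0475) and by fry (-0.064), and ran from -0.211 to -0.043 with 1 patient left out (adjusted p = 0.0323 to 0.121). The interferon list passed with the mean of probe sets (-0.168) and with centred arrays (-0.17, adjusted p = 0.0495), and ran from -0.308 to -0.07 with 1 patient left out (adjusted p = 0.00186 to 0.313). B cells and plasma cells ran from 0.054 to 0.369 (adjusted p = 0.0191 to 0.85). Medians that moved by over 1.5 times on the same side of the threshold were those of stroma (0.643), neutrophils (-0.347), T and natural killer cells (-0.545 and -0.225), the ribosome (0.1) and cancer testis antigens (0.468) with 1 patient left out, and those of mitosis (1.676), T and natural killer cells (-0.577) and red blood cells (-1.498) among genes above the median level. The deposited values hold no measure of signal over background, so how far low signal limits a gene is not known beyond the setting with genes above the median level.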

Differences from the paper's values

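The paper's counts cover the 2137 genes it mapped to the protein network, which was not used here, and the counts given here cover 11939 genes of the array, so both were set on 2137 genes. The paper's reported count of upregulated DEGs is 360, against 304.3 per 2137 genes by the paired t-test at the paper's threshold, and its count of downregulated DEGs is 270, against 348.3. For its random sampling the paper gives a slightly higher number of upregulated genes. Neither pair differs by more than 1.5 times. The paper has more upregulated than downregulated DEGs, and over the whole array the downregulated genes were more numerous. Among 10000 random sets of 2137 genes, the number upregulated was 304.1 ± 14.6 (SD over sets) and the highest was 360, so that 1 set reached the paper's count and 0 would reach the higher number. The number downregulated was 348.2 ± 15.4 and 0 sets were as low as the paper's. In 291 of the 10000 sets at least as many genes were upregulated as downregulated. The paper's 2137 genes were those matched to the network and not a random draw from the array. The random sets therefore do not show that the paper's counts disagree with the deposited values.

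Of the settings listed before the data were examined, leaving out 1 patient brings the downregulated count to 268.5 to 288.5 and so reaches the paper's, but with 217.1 to 239.7 upregulated, which is more than 1.5 times below the paper's for all 5 patients. Among genes above the median level 391.0 were upregulated and 446.1 downregulated, the latter more than 1.5 times above the paper's. After Benjamini-Hochberg adjustment 57.6 and 90.7 remained, both over 1.5 times below. The other settings lie within 1.5 times for both counts, from 251.9 to 322.7 upregulated and 329.9 to 348.1 downregulated. Limma's unadjusted p, a setting chosen after the values were seen, gives 358.3 upregulated, within the spread over sets of the paper's count, with 382.3 downregulated, and which of the paper's DEGs it would drop is not known here.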

Other observations

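The tests on the immediate early genes and on a common loss of normal lung cell types were chosen only after the result was seen. The genes of the proteasome, cytosolic ribosome, spliceosome, chaperonins, oxidative phosphorylation and DNA replication, 232 in all, were upregulated far more often than other genes. Of them 100 (43.1%) were upregulated and 2 (0.862%) downregulated at an adjusted p under 0.05 from limma, against 8.57% and 12.1% of the 11707 other genes (Fisher's exact test, odds ratio 8.08, p = 1.92e-43 for upregulation, and 0.0633, p = 1.15e-10 for downregulation, with genes taken as independent). Without the genes of the DNA replication list, 70 of 197 (35.5%) were upregulated and 2 (1.02%) downregulated. The odds ratio for upregulation was then 5.71. Probe sets of called genes also had a higher signal, which depends on the affinity of the probes as well as on expression. The median over genes of the mean log2 value was 7.74 for upregulated and 7.65 for downregulated genes, against 6.75 for genes not called (differences of 0.991 and 0.903, permutation test over genes, p = 1e-05 for both, the smallest that the permutations can give, and genes are not independent replicates). Among genes above the median level alone the differences were 0.302 and 0.266.

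Of 15 cancer testis antigens, genes normally expressed in germ cells, 1 was upregulated and 0 downregulated at an adjusted p under 0.05 from limma, also when adjusted over the list alone. It was PRAME, with a log2 fold change of 2.06 (standard error 0.37, adjusted p = 0.0123). At an unadjusted p under 0.05, 5 were higher by limma and 2 by the methods' t-test, and 0 lower by either. The list's median was 0.77 (camera, adjusted p = 0.0028, and adjusted p = 0.322 with an estimated correlation), or 0.468 to 0.970 with patients left out in turn. In those fits 1 to 2 members were upregulated. Its medians per patient ran from 0.013 to 2.67, a wider range than the 0.35 to 0.46 of the spliceosome list. Stroma genes varied widely too, with medians per patient from -0.31 to 2.03. Of 25 interferon response genes, 4 were downregulated and 0 upregulated (2 and 0 when adjusted over the list alone), with a median of -0.17 (camera, adjusted p = 0.0506, and adjusted p = 0.561 with an estimated correlation). These were IRF1 (-1.10, adjusted p = 0.00877), IFIT1 (-0.89, adjusted p = 0.0359) and, seen after their values were known, IFIT3 and OAS2, and 1 to 4 genes passed with patients left out in turn. The adjusted p of IFIT1 then rose to as much as 0.101, and it lost the call in 4 of the 5 fits. Of 7 red blood cell genes, 1 was downregulated and 0 upregulated, also when adjusted over the list alone (median -0.06, camera, adjusted p = 0.0688, and adjusted p = 0.441 with an estimated correlation). It was HBB, beta globin, at -2.97 (standard error 0.33, adjusted p = 0.00312), whose probe set can also bind transcripts of other globins. In both lists 0 genes were higher at an unadjusted p under 0.05 by limma or by the methods' t-test.

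The number of called genes was set against other divisions of the 10 samples. With the patient as a block there are 16 divisions, and 1, the real one, had as many calls. It had 2519 and the highest other 0, and 16 divisions are too few for a share under 0.05. Without the block, 1 of 100 divisions, the real one, had as many calls (2437, against at most 1 in the others). Of the others, those that part all 5 pairs gave 0 calls and those that part 3 or 1 at most 1. These divisions leave the pairing aside, so chance can be excluded by them only if the samples are taken as unpaired.

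Downregulation covered the markers of many normal lung cell types at once. The lists did not fall alike. The B cell median lay above that of endothelium in all 5 patients, by 0.875 to 2.209 (mean 1.72 ± 0.54, SD). Among the 11 and 23 members above the median level it did so by 1.154 to 2.592. How far these members lie above background is not known. The B cell list was picked after it was seen not to fall. Members of the B cell list went both ways, and an increase of B cells within the tumors could hide a common loss. A single common loss of these cells from the tumor biopsies is therefore neither shown nor excluded by this comparison. A smaller share of normal cells of each type stays open, since 5 of the 6 lists of endothelium, smooth muscle, macrophages, mast cells, T and natural killer cells and B cells shifted down and none shifted up. RNA integrity cannot be told apart from tissue, because the 3' minus 5' difference changed by -0.703 for GAPDH, beyond the 0.5 set as a bound, and by -0.122 ± 0.303 (SD, n = 5) for ACTB. The GAPDH change runs toward more intact RNA in the tumors, the opposite of what stronger degradation there would give. The ACTB change has no clear direction, with the difference lower in the tumor of 3 patients and higher in 2. Whether RNA integrity differed between the tissues is not settled by these 5 pairs. Lower expression within the tumor cells themselves, which arrays of whole tissue do not resolve, also stays open.

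Immediate early genes varied between patients more than other genes of their level and did so alike in both tissues. Their median SD in normal lung was 0.598, against 0.137 to 0.249 in the central range of random lists matched on level, and the variance of the paired difference was 0.366 of the sum of both variances, against 0.656 to 1.089. Whether surgery or handling differed between patients cannot be told apart from differences between the patients themselves, since the wide spread is the pattern itself and no other value decides. Whether the lower level in SCC comes from handling, from a smaller share of normal cells or from the tumor cells cannot be told apart. The highest median of a patient was -0.999, and handling times of the 2 tissues are not given in the sources used here. Arrays of whole tissue do not resolve the share of each cell type.

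For the rise of large complexes, expression level is argued against, since the median log2 fold change of the 232 genes was 0.382 and the upper limit of random lists matched on level was 0.072. Proliferation cannot be told apart from another cause. The 197 genes outside the DNA replication list had a median of 0.335, against an upper limit of 0.088, but dividing cells also need more ribosomes, proteasomes, spliceosomes and chaperonins, so that the bound set beforehand was wrong and a rise of these genes excludes nothing. With an estimated correlation camera gave p = 0.0242 for all 232 genes and p = 0.0609 for the 197, so the shift of the latter is not called when the genes' dependence is estimated from these arrays. The effect of RNA integrity on these genes was not tested.

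For the 3q26 to 3q29 list, 75 other measured genes lie between its outermost members on chromosome 3. Of these 10 (13.3%) were upregulated and 3 (4.0%) downregulated, against 9.08% and 11.9% of the 11823 genes elsewhere (Fisher's exact test, odds ratio 1.54, p = 0.222 for upregulation, and 0.307, p = 0.0307 for downregulation), so that a choice of the list's members for their function cannot be told apart from a rise of the whole region. The median log2 fold change of the 75 genes was 0.077, far below the list's 0.797 and near the 0.013 of genes elsewhere. The 75 genes were not matched to the list on signal level, so their median does not decide the question. Of the 535 genes of chromosome 3 before the region, 11.0% were upregulated and 19.1% downregulated, with a median of -0.063. The smaller share of downregulated genes within the region comes from the same unmatched genes and does not decide it either.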
